A study of Homo sapiens with 12 samples.

How the data were processed

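RNA was measured by sequencing of poly-A selected libraries from HCT116, a human colon carcinoma cell line, in 4 groups of 3 libraries: wild type (WT) and MTHFD2 knock-out (KO), each at an initial harvest and at a final harvest after 2 months of culture. The knock-out came from 1 CRISPR-Cas9 clone, per the labels, so the libraries of a knock-out group are replicates of that clone. The deposited table holds raw counts per gene, 1 column per library, without normalization, and its columns are laid out as featureCounts writes them, per the file headers. The aligner, the annotation release, the strandedness of the counting and the handling of reads that map to several places are not stated, per the labels and the file headers. The gene IDs of the table carry versions; 37318 of them occur with the same version in GENCODE 29, and all 37318 have chromosome, start and end identical to GRCh38, so coordinates are given on GRCh38. Symbols were found for 60506 of the 60648 genes. The table had passed through a spreadsheet that broke 1 gene over 5 lines, and those 5 lines were left out.

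Totals ran from 38597809 to 40017561 counts per library, with a highest-to-lowest ratio of 1.037. Genes were kept with filterByExpr by group, which left 18289 genes. Counts were scaled with TMM factors and fitted in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with 1 quasi-likelihood model of all 12 libraries and a mean for each of the 4 groups, with robust dispersions. There were 6 comparisons: knock-out against wild type at the initial and at the final harvest, final against initial within each genotype, the average genotype difference over both harvests, and the interaction of genotype and time, which tests whether the genotype difference changed between harvests. Genes were called changed at a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Abundances are TMM-scaled CPM (counts relative to the TMM-adjusted library total, from edgeR), given as mean ± SD (n = 3). A gene counted as at the floor of a group when each of its libraries held 3 counts or fewer, and a fold change against such a group was computed against the floor as a lower bound. Intervals and floors cover counting error only. MTHFD2 itself was tested on log2(CPM + 1) with an exact two-sided permutation test that exchanged genotype labels within each harvest (400 relabellings); 3 libraries against 3 cannot go under p = 0.1.

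The 11 gene lists (one-carbon folate metabolism, methionine cycle and transsulfuration, de novo purine synthesis, serine synthesis and ATF4 targets, centromere and kinetochore, mitosis progression, DNA replication, DNA and histone methylation, p53 targets, interferon response, and mitochondrially encoded proteins) and the genes of each of 23 chromosomes (1 to 22 and X, genes with a mean log2 CPM of at least 1) were tested with camera at a preset correlation of 0.01, with adjustment over 66 tests of lists and 138 tests of chromosomes. The shift of a list or chromosome is its median log2 fold change minus the median of all genes used. MTHFD2 is in none of the lists. The lists, the comparisons, their tests and the first set of alternatives were chosen before the data were examined.

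The genes named were chosen by rule. They are MTHFD2; for each genotype comparison, the 3 genes raised and the 3 lowered most among those with an adjusted p-value under 0.05, more than 3 counts in every library of both groups, group ranges that do not overlap and a mean log2 CPM of at least 1, plus in each direction the 1 changed gene with a group at the floor that had the highest mean CPM in the other group; for each time comparison and for the interaction, the 2 raised and the 2 lowered most under like conditions, without the condition on ranges for the interaction; and in each list the gene with the smallest adjusted p-value in the average genotype comparison, if under 0.05. This gave 27 genes, apart from 1 that is not reported here. Genes or regions named outside the rule are said to have been chosen after their values were seen.

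Several steps were added after the data were seen. Neighbouring genes that shifted together were searched with a maximal-scoring run along each chromosome, scored against 1000 shuffled gene orders. Each library's median shift of a list or chromosome was tested with exact two-sided permutation tests that exchanged labels within the other factor (400 relabellings, 33 tests of lists and 69 of chromosomes), because camera also called lists in other splits of the libraries. The time tests among these pool both genotypes and the genotype tests both harvests. The interaction part of these exact permutation tests is not used, because it cannot go under p = 0.1 when both time effects share a sign. The interaction of library medians was tested instead by permuting the residuals of the model without interaction (100000 permutations, adjusted over 11 lists). A GC correction removed a lowess trend (span 0.3) of each library on the GC content of the longest transcript of a gene, through the offset.

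The programs were tested on simulated counts for 17977 genes. Of these, 200 were changed by a known fold, besides the genes of a shifted list, a shifted chromosome and a run. In that test 79% of the 200 genes were recovered with the right sign (58.2% at 1.5-fold, 83.6% at 2-fold and 95.5% at 4-fold). Of all calls, 4.2% fell on genes simulated without a change, and 0 genes were called where nothing had been changed. The shifted list and the shifted chromosome were found with 0 others called, the chromosome of the simulated run not being counted. Genes were simulated independently, so this does not measure how often camera calls sets of correlated genes. For the simulated run, 39 of its 40 genes were recovered.

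The alternatives were DESeq2 1.42.0 size factors and upper-quartile factors in place of TMM, no filter on low counts, a mean CPM of at least 1, dispersions that were not robust, a test against a 1.5-fold change, only the libraries of the groups compared, the replicate number as a block, the DESeq2 Wald test, fry and camera with an estimated correlation, other expression minimums for chromosomes, another pseudocount and CPM by library size alone for MTHFD2, and each library left out in turn. Fry tests whether the genes of a set changed on average, without reference to other genes, while camera compares them with the other genes. A fry call therefore does not test the shift printed beside it, which is taken from the median of all genes used. The GC correction, with camera and with fry, and the chromosomes without the run on chromosome 6 were added after the data were seen. Mitochondrial genes were kept in the gene tests but are not among the 23 chromosomes. No reads were aligned here, so the edit at the MTHFD2 locus and DNA copy number were not analysed here.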

Results

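Gene expression was measured in 12 poly-A RNA-seq libraries of HCT116 cells, a colon carcinoma line, with 3 libraries in each of 4 groups formed by genotype (MTHFD2 wild type or knock-out) and harvest (initial or final). The final harvest followed 2 months of culture. Library totals lay between 38597809 and 40017561 counts, and between 27536 and 29015 genes had a count in a library. Of the 60648 genes in the table, 18289 passed the filter on low counts. Within groups, the correlation between libraries was 0.989 to 0.996, and between genotypes it was 0.98 to 0.985. The first principal component held 47.2% of the variance and separated the genotypes, with scores from -36.5 to -28.3 in the wild type and from 30.7 to 33.6 in the knock-out. The biological coefficient of variation over all libraries was 9.8%.

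MTHFD2 (ENSG00000065911.13, GRCh38 chromosome 2, 74186172 to 74217565, plus strand) was examined first, as a check of the labels. The initial wild-type libraries had 406, 457 and 375 CPM, and the final wild-type libraries had 319, 368 and 379 CPM. The initial knock-out libraries had 128, 138 and 146 CPM, and the final knock-out libraries had 155, 123 and 133 CPM. The group means were 413 ± 41.2 CPM in the initial wild type, 355 ± 32.4 CPM in the final wild type, 137 ± 9.1 CPM in the initial knock-out and 137 ± 16.7 CPM in the final knock-out (SD, n = 3). All 6 knock-out libraries lay below all 6 wild-type libraries, and the exact permutation test within harvests gave p = 0.005, the smallest p its 400 relabellings allow. The edgeR log2 fold change was -1.59 (SE 0.108, adjusted p 3e-08) at the initial harvest and -1.38 (SE 0.107, adjusted p 1.09e-07) at the final harvest, so that transcript abundance in the knock-out was 33.2% and 38.5% of that in the wild type. The alternative that moved the log2 difference over both harvests (-1.48) most was leaving out the final knock-out replicate 1, which gave -1.52. The counts do not show which sequence the remaining transcripts carry, and 1 gene on the same strand and 3 on the other overlap MTHFD2 in a table whose use of strand is not stated.

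**Figure D1:**
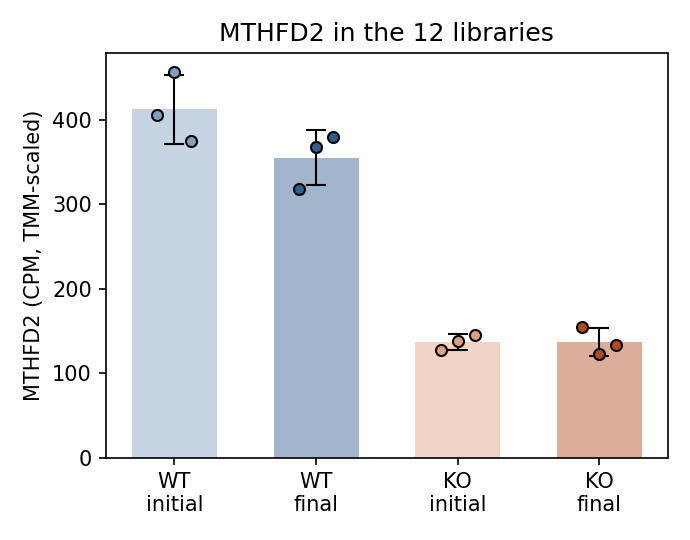
MTHFD2 abundance in TMM-scaled CPM (y axis) for the 4 groups (x axis), with each library as a point, bars at the group mean and error bars of 1 SD (n = 3). The 6 knock-out libraries lie between 123 and 155 CPM, and the 6 wild-type libraries between 319 and 457 CPM.

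The comparison of knock-out with wild type at the initial harvest addresses which transcripts differed at the start of the 2 months of culture. It gave 3635 genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 1563 higher and 2072 lower in the knock-out. Of these, 872 differed by at least 2-fold (350 higher and 522 lower). The 2 groups did not overlap in 35.5% of the tested genes, where chance gives 10%. Of all alternatives, the test against a 1.5-fold change moved the count most, to 643 genes, and without the initial knock-out replicate 2 it was 2423, with 992 higher. Because the knock-out is 1 clone, the count does not separate the loss of MTHFD2 from other properties of that clone. Among the genes raised most were TM4SF18 (ENSG00000163762.7, chromosome 3, 149318498 to 149334414) and RPL21P80 (ENSG00000243181.2, chromosome 8, 34874159 to 34874633). TM4SF18 rose from 3.12 ± 0.786 to 49 ± 1.43 CPM (log2 fold change 3.97, SE 0.14, adjusted p 1.89e-11), with 1 overlapping gene on the other strand. RPL21P80 rose from 0.635 ± 0.0635 to 5.05 ± 0.0518 CPM (2.99, SE 0.17, adjusted p 5.07e-09); it is a processed pseudogene whose reads cannot be separated here from those of its parent gene. The 3 genes lowered most were PXDN (ENSG00000130508.11, chromosome 2, 1631887 to 1744852), SEMA3A (ENSG00000075213.11, chromosome 7, 83955777 to 84492724) and WNT16 (ENSG00000002745.13, chromosome 7, 121325367 to 121341104). PXDN fell from 103 ± 7.52 to 1.27 ± 0.0943 CPM (-6.34, SE 0.12, adjusted p 2.27e-15), SEMA3A from 33.9 ± 9.43 to 0.986 ± 0.34 CPM (-5.10, SE 0.23, adjusted p 1.49e-10) and WNT16 from 75.5 ± 3.3 to 5.42 ± 0.367 CPM (-3.80, SE 0.1, adjusted p 2.73e-13). In these 5 genes the ranges of the groups did not overlap.

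At the initial harvest, 20 changed genes rose from the floor of 3 counts and 45 fell to it. TMEM31 (ENSG00000179363.7, chromosome X, 103710909 to 103714032) had at most 3 counts in each wild-type library and was at least 8.75-fold higher in the initial knock-out, at 0.657 ± 0.113 CPM (adjusted p 3.3e-05). GMDS (ENSG00000112699.11, chromosome 6, 1623806 to 2245605) had 17.1 ± 1.75 CPM in the initial wild type and at most 1 count in an initial knock-out library, at least 223-fold lower (adjusted p 5.95e-12). Genes on the other strand overlap both, 2 for TMEM31 and 1 for GMDS.

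The same comparison at the final harvest addresses which differences were present after 2 months of culture. It gave 3391 changed genes, 1533 higher and 1858 lower, of which 919 differed by at least 2-fold, and group ranges did not overlap in 33.1% of the tested genes (10% by chance). Among the genes raised most were TM4SF18 (log2 fold change 5.87, SE 0.17, adjusted p 7.21e-13) and NCAM1 (4.66, SE 0.14, adjusted p 9.97e-13). NCAM1 (ENSG00000149294.17, chromosome 11, 112961247 to 113278436) had 4.06 ± 0.561 CPM in the final wild type and 103 ± 8.1 CPM in the final knock-out; 1 gene on its strand and 3 on the other overlap it. The genes lowered most were UBBP4 (ENSG00000263563.6, chromosome 17, 22090743 to 22205154; -6.36, SE 0.25, adjusted p 2.98e-11), PXDN (-5.94, SE 0.11, adjusted p 4.04e-15) and DPEP1 (ENSG00000015413.9, chromosome 16, 89613308 to 89638456; -5.45, SE 0.18, adjusted p 2.26e-12). UBBP4 is a pseudogene of the ubiquitin family, and its value is uncertain for that reason. There were 31 changed genes that rose from the floor and 41 that fell to it. SPTLC3 (ENSG00000172296.13, chromosome 20, 13008972 to 13169103) was at least 34.7-fold higher in the final knock-out, at 2.82 ± 0.229 CPM (adjusted p 1.66e-09), with 1 overlapping gene on the other strand, and GMDS was at least 239-fold lower (adjusted p 2.26e-12).

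The log2 fold changes of the genotype at the initial and final harvests, which share no library, had a Pearson correlation of 0.754 and a Spearman correlation of 0.557 across 18289 genes, which are not independent replicates. The alternative that moved the Pearson value most was no filter on low counts, with 0.192. Of the 1956 genes changed at both harvests, 1926 changed in the same direction and 30 in the opposite one. The average genotype comparison over both harvests gave 5499 changed genes, 2557 higher and 2942 lower, of which 885 differed by at least 2-fold.

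**Figure D2:**
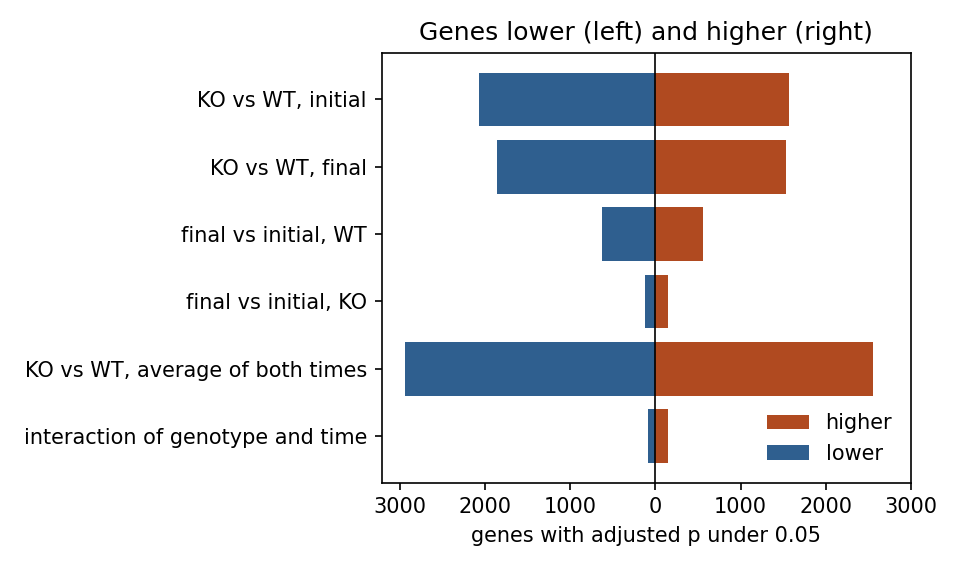
Number of genes with an adjusted p-value under 0.05 (x axis) that were lower (left) and higher (right) in each of the 6 comparisons (y axis). The genotype comparisons gave 3635, 3391 and 5499 genes, and the other comparisons between 235 and 1183.

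The comparison of chromosomes addresses gains or losses of whole chromosomes, since the study's title names chromosome stability; summed expression is only a proxy for copy number. Chromosome 6 was lower in the knock-out at the initial harvest (shift -0.11, 580 genes, 36.2% of them above 0, camera adjusted p 1.2e-08), at the final harvest (-0.07, adjusted p 6.28e-08) and on average (-0.07, adjusted p 3.8e-09). It was the only chromosome past the threshold in these comparisons under camera with the preset correlation. The call on chromosome 6 held under fry and was lost with an estimated correlation (adjusted p 0.234 in all 3), and GC correction with fry moved the number of chromosomes most, to 13 at each harvest and 16 on average. In the exact permutation test of the library medians, chromosome 6 was lower in the knock-out by -0.1 (p = 0.005, adjusted p 0.173 over 69 tests), which did not pass. That p is the smallest the test allows, and a chromosome alone at it cannot pass over 69 tests. The adjusted value therefore does not decide about chromosome 6. Chromosome 21 was higher by 0.06 with the same p and adjusted p, and fry called it at the initial harvest, at the final harvest and on average (fry adjusted p 0.000249, 0.000117 and 3.22e-05), while camera did not (adjusted p 0.47, 0.466 and 0.444). At least 1 chromosome was called in 8 of the 10 splits of the 6 libraries at either harvest. Every split but the real one mixes the genotypes unevenly and so keeps part of their difference. This share therefore does not decide whether the number called was unusual.

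The shift lay in a run of neighbouring genes at the start of chromosome 6, which was searched for and chosen after the data were seen. It reached from DUSP22 (start 291630) to LINC01012 (end 27713352) and held 92 genes with a mean log2 CPM of at least 1, of which 91 were lower at the initial and 92 at the final harvest. Their median log2 fold change was -1.04 at the initial harvest (quartiles -1.27 and -0.83) and -1.05 at the final harvest (quartiles -1.27 and -0.85). None of 1000 shuffled gene orders gave as high a score (permutation p 0.001, the smallest they can give). The median shift of the run was between -1.02 and -0.94 in the 6 knock-out libraries and between -0.04 and 0.06 in the 6 wild-type libraries. The other 488 genes of the chromosome had medians of -0.04 and -0.02. GMDS lies inside the run. Without the run's genes, chromosome 6 had shifts of -0.05 (adjusted p 0.602), -0.02 (adjusted p 0.729) and -0.03 (adjusted p 0.624) in the initial, final and average comparison, where 0 chromosomes then passed (1, 0 and 0 at an unadjusted p under 0.05). The run held 131 of the 2072 lower genes of the initial comparison, or 6.3%.

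**Figure D3:**
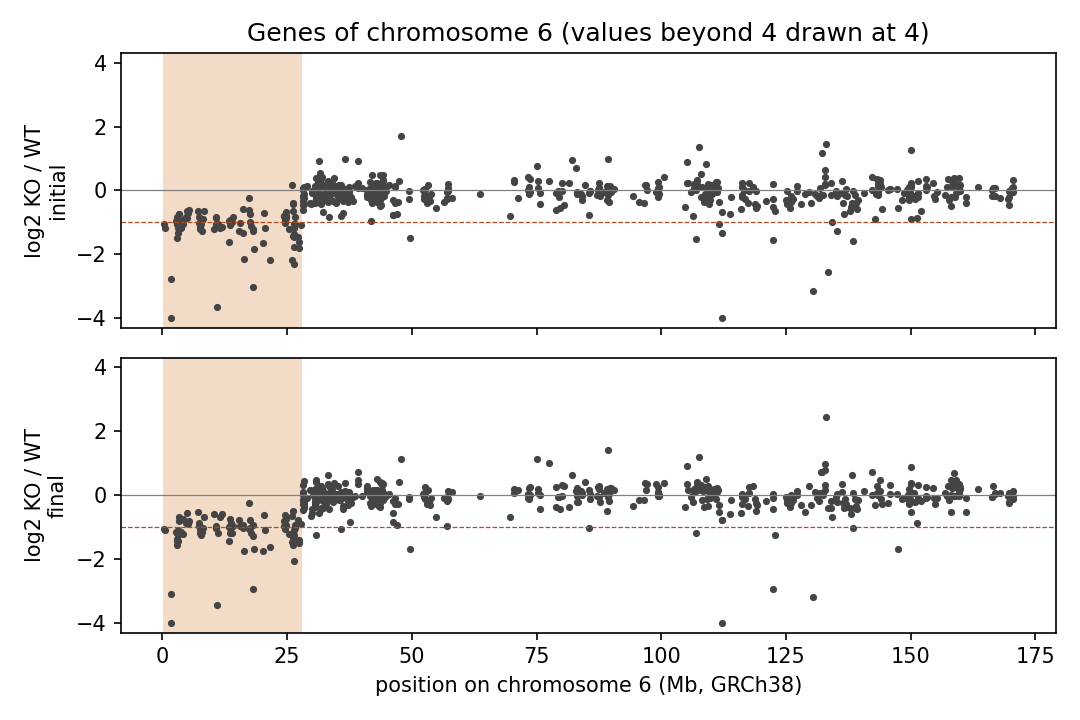
Log2 fold change of knock-out over wild type (y axes; initial above, final beneath) against gene position on chromosome 6 in megabases (x axis, GRCh38), with 1 point per gene and the run shaded. The medians inside the run are -1.04 and -1.05, near the dashed line at -1, and the medians outside are -0.04 and -0.02.

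The comparison of final with initial libraries within a genotype addresses changes over 2 months of culture. In the wild type it gave 1183 changed genes, 558 higher and 625 lower, 233 of them by at least 2-fold, and 627 without the final wild-type replicate 3 (313 higher). Without the final wild-type replicate 2, 305 genes were lower. Group ranges did not overlap in 22.2% of the tested genes (10% by chance). DPEP1 rose from 6.36 ± 0.498 to 52.4 ± 6.57 CPM (log2 fold change 3.04, SE 0.15, adjusted p 5.9e-09) and UBBP4 from 3.45 ± 0.835 to 24.5 ± 0.646 CPM (2.83, SE 0.18, adjusted p 1.42e-07). PRSS33 (ENSG00000103355.14, chromosome 16, 2783953 to 2787948) fell from 2.28 ± 0.197 to 0.446 ± 0.0812 CPM (-2.34, SE 0.21, adjusted p 6.98e-06) and IGFBP3 (ENSG00000146674.16, chromosome 7, 45912245 to 45921874) from 5.66 ± 0.848 to 1.34 ± 0.217 CPM (-2.08, SE 0.16, adjusted p 1.02e-06).

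In the knock-out, 270 genes changed over time, 153 higher and 117 lower, 38 of them by at least 2-fold, and group ranges did not overlap in 23.2% of the tested genes (10% by chance). The count was 94 without the initial knock-out replicate 3 and 463 without the initial wild-type replicate 2. CAPN6 (ENSG00000077274.9, chromosome X, 111245099 to 111270483) rose from 4.45 ± 0.385 to 17.4 ± 1.64 CPM (1.97, SE 0.14, adjusted p 1.23e-06) and RBBP8NL (ENSG00000130701.4, chromosome 20, 62410237 to 62427539) from 0.412 ± 0.188 to 1.52 ± 0.277 CPM (1.88, SE 0.27, adjusted p 0.00154). IGFBP3 (-1.74, SE 0.16, adjusted p 1.94e-05) and PRSS33 (-1.56, SE 0.14, adjusted p 1.37e-05) fell most in the knock-out as well. The larger number in the wild type depended on the fit, since with only the libraries of the groups compared it was 578 in the wild type and 728 in the knock-out, and with a replicate block added to those fits it was 845 and 592. Across genes, the changes over time in the wild type and in the knock-out had a Pearson correlation of 0.195 (0.116 without the initial wild-type replicate 2) and a Spearman correlation of 0.199. Of 119 genes changed in both, 101 changed in the same direction.

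Over time in the knock-out, camera called 5 chromosomes. Chromosome 4 was higher (shift 0.08, adjusted p 0.00836), and chromosomes 16 (-0.05, adjusted p 0.00743), 17 (-0.04, adjusted p 0.00743), 19 (-0.09, adjusted p 1.38e-06) and 22 (-0.06, adjusted p 0.00348) were lower. None of the 5 calls held with an estimated correlation (0 at an unadjusted p under 0.05), after GC correction with camera (1) or under fry, where chromosomes 4 and 17 were among 4 chromosomes at an unadjusted p under 0.05. After GC correction with fry, chromosome 4 passed (0.036, adjusted p 0.000721) and the other 4 did not. The shifts followed the GC content of the chromosomes. As many calls came from 4 of the 10 splits of the 6 libraries, although the splits other than the real one keep part of the change over time. Without the final knock-out replicate 1, 1 chromosome was called, and the shifts of chromosomes 16, 19 and 22 were -0.035, -0.06 and -0.04. In the wild type, 0 chromosomes passed the threshold over time and 1 had an unadjusted p under 0.05.

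The interaction of genotype and time, which tests whether the genotype difference changed between harvests, gave 235 genes, 148 higher and 87 lower, with 124 without the initial knock-out replicate 3 and 444 without the initial wild-type replicate 2. CAPN6 (3.27, SE 0.22, adjusted p 1.26e-06) and LINC02616 (2.54, SE 0.29, adjusted p 0.000202) were raised most, and UBBP4 (-3.50, SE 0.43, adjusted p 0.000345) and DPEP1 (-2.86, SE 0.28, adjusted p 3.67e-05) were lowered most. LINC02616 (ENSG00000261761.5, chromosome 4, 37001772 to 37023499) fell from 2.49 ± 0.0588 to 0.599 ± 0.163 CPM in the wild type and had 2.26 ± 0.205 and 3.18 ± 0.747 CPM in the initial and final knock-out. Of the other genes named by rule, NCAM1 (2.53), TM4SF18 (1.90) and RBBP8NL (1.87) also had an interaction past the threshold. For MTHFD2 the interaction was 0.21 (SE 0.149, adjusted p 0.601). Chromosome 19 was lower in the interaction (-0.11, adjusted p 0.00029), a call lost under fry, with an estimated correlation, after GC correction and without the initial wild-type replicate 1 (-0.05).

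Of the 11 gene lists, chosen for the subjects of the study's title, camera called 2 in the initial genotype comparison, 2 in the final one, 6 over time in the wild type, 4 over time in the knock-out, 2 on average and 3 in the interaction. At least as many were called in 10, 9, 3 and 4 of the 10 splits in the 4 comparisons of single groups. Every split but the real one mixes the 2 groups unevenly and keeps part of their difference. These shares therefore do not show how many lists groups without a difference would give. The alternative that moved the numbers of lists most was the estimated correlation. Under it 0 lists remained in the final genotype comparison, with 1 at an unadjusted p under 0.05. Without the final knock-out replicate 2, 1 list was called over time in the knock-out, and without the initial wild-type replicate 2 there were 4 in the initial genotype comparison, 4 on average and 5 in the interaction. Both calls of the initial comparison, p53 targets over time in the wild type and in the interaction, and the serine and ATF4 list on average held under fry and under an estimated correlation. Both calls of the final comparison, p53 targets on average, and the serine and ATF4 list and the mitochondrially encoded proteins over time in the wild type held under fry alone, and the remaining calls held under neither.

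Serine synthesis and ATF4 targets were lower in the knock-out at the initial harvest (shift -0.64, adjusted p 3.18e-29), where 33 of the 40 genes were called lower over all genes tested and 36 changed when adjusted over the list alone. They were also lower at the final harvest (-0.49, adjusted p 1.47e-13; 26 lower over all genes tested, 30 changed when adjusted over the list alone) and on average (-0.56, adjusted p 3.46e-23; 35 lower and 1 higher, 38 changed when adjusted over the list alone). In the exact permutation test of library medians the difference between genotypes was -0.49 (p = 0.005, adjusted p 0.0412), with all 6 knock-out libraries below all wild-type libraries. CHAC1 (ENSG00000128965.13, chromosome 15, 40952962 to 40956512) had the smallest p-value, with 42.9 ± 10.2 and 6.37 ± 0.544 CPM in the initial wild type and knock-out (average log2 fold change -2.42, SE 0.11, adjusted p 6.98e-11). The list also fell over time in the wild type (-0.29, adjusted p 4.86e-15) and by less in the knock-out (-0.10, adjusted p 0.0178; -0.05 without the final knock-out replicate 2 and -0.045 after GC correction, which both lost the call, with adjusted p 0.13 and 0.0811), and the exact test of time over both genotypes gave -0.19 (p = 0.01, adjusted p 0.066). Its interaction was 0.18 (adjusted p 4.79e-06; 0.11 without the final knock-out replicate 3) in camera and did not hold in the permutation of residuals of the library medians (p = 0.0665, adjusted p 0.366 over 11 lists).

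The p53 targets were higher in the knock-out at the initial harvest (0.26, adjusted p 4.13e-08; 16 of 39 genes higher and 1 lower over all genes tested, 19 changed when adjusted over the list alone) and on average (0.21, adjusted p 0.000193; 19 higher and 4 lower, 24 changed when adjusted over the list alone), but not at the final harvest in camera (0.17, adjusted p 0.166), where the call passed under fry (adjusted p 0.014). The exact test gave a difference of 0.22 between genotypes over both harvests and of 0.15 over time in both genotypes together (each p = 0.005, adjusted p 0.0412), with all 6 knock-out libraries above all 6 wild-type libraries and, within each genotype, all 3 final libraries above all 3 initial ones. The list rose over time in the wild type (0.26, adjusted p 5.17e-08) and had a shift of -0.05 in the knock-out (adjusted p 0.861). In the knock-out the library medians, taken as differences from the initial wild type, thus rose while the median of the genes' own changes over time did not, so the direction there depended on the summary used. The interaction was -0.20 in camera (adjusted p 2.54e-07) and -0.13 in the library medians, where it held in the permutation of residuals (p = 0.00211, adjusted p 0.0232 over 11 lists). GADD45A (ENSG00000116717.13, chromosome 1, 67685201 to 67688334), the member with the smallest p-value, went against the list (average -0.59, SE 0.06, adjusted p 6.14e-07).

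The 13 mitochondrially encoded proteins were higher at the final harvest in the wild type (0.84, adjusted p 2.07e-20; 9 higher over all genes tested, 13 changed when adjusted over the list alone) and in the knock-out (0.37, adjusted p 8.97e-07; 1 higher, 6 changed when adjusted over the list alone). The exact test of time over both genotypes gave 0.61 (p = 0.005, adjusted p 0.0412), with all 3 final libraries above all 3 initial ones in each genotype. The share of counts on mitochondrial genes was 7.7 ± 1.1% and 11.4 ± 2.19% in the initial and final wild type and 8.24 ± 0.15% and 9.86 ± 0.7% in the initial and final knock-out. The interaction of -0.42 (adjusted p 5.39e-06; -0.23 without the final wild-type replicate 1) did not hold in the permutation of residuals of the library medians (p = 0.145, adjusted p 0.446).

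With all 12 libraries, the lists closest to the study's title moved little between genotypes. Camera called none of them in a genotype comparison. The initial wild-type replicate 2 stood apart in its group. Its median shift was 0.134 for mitosis progression (the others -0.076 and -0.046) and 0.154 for DNA replication (the others -0.088 and -0.056). Without it, camera called 4 lists at the initial harvest and 4 on average, against 2 and 2 with all libraries. Which lists were added is not given here, so the lack of calls may depend on that library. On average, centromere and kinetochore genes had a shift of -0.01 (5 higher and 2 lower of 42 over all genes tested, 7 changed when adjusted over the list alone), mitosis progression 0.06 (11 higher of 58, 7 changed when adjusted over the list alone), DNA replication 0.05 (6 higher of 53, 3 changed when adjusted over the list alone) and DNA and histone methylation -0.01 (1 higher and 7 lower of 55, 6 changed when adjusted over the list alone). The list of DNA and histone methylation passed at the initial harvest under fry (shift -0.04, fry adjusted p 0.0364). Over time in the wild type, centromere and kinetochore genes fell (-0.12, adjusted p 0.0178), as did mitosis progression (-0.09, adjusted p 0.0164). Both calls were lost without the initial wild-type replicate 2 (-0.07, adjusted p 0.332, and -0.03, adjusted p 0.465). Leaving out the final wild-type replicate 1 also lost the centromere call (-0.09, adjusted p 0.1). Leaving out the final wild-type replicate 2 lost the mitosis call (-0.071, adjusted p 0.13). Over time in the knock-out, mitosis progression (-0.08, adjusted p 0.000732) and DNA replication (-0.09, adjusted p 0.0301) fell. The mitosis shift was -0.13 without the initial knock-out replicate 1. It was -0.053 without the final knock-out replicate 2, where it did not pass (adjusted p 0.13). The DNA replication call was lost without that library (-0.03, adjusted p 0.581). Leaving out the initial knock-out replicate 2 (-0.064, adjusted p 0.201) or 3 (-0.075, adjusted p 0.128) lost it too. The members with the smallest p-values on average were CENPC (ENSG00000145241.11, chromosome 4, 67468762 to 67545503; -0.68, SE 0.05, adjusted p 8e-08), KIF18A (ENSG00000121621.7, chromosome 11, 28020619 to 28108156; 0.46, SE 0.06, adjusted p 9.78e-06), CDC7 (ENSG00000097046.13, chromosome 1, 91500851 to 91525764; 0.26, SE 0.06, adjusted p 0.00264) and KDM4A (ENSG00000066135.13, chromosome 1, 43650149 to 43705518; -0.41, SE 0.06, adjusted p 2.67e-05). CENPC had 30.1 ± 1.65 and 19 ± 0.424 CPM in the initial wild type and knock-out. Other genes overlap KIF18A (1 on the other strand) and KDM4A (1 on each strand).

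The metabolic lists were not called in any of the 6 comparisons by camera. On average, one-carbon folate metabolism had a shift of 0.00 (5 higher and 5 lower of 25 over all genes tested, 13 changed when adjusted over the list alone), the methionine cycle and transsulfuration 0.05 (3 higher and 2 lower of 16, 5 changed when adjusted over the list alone) and de novo purine synthesis 0.00 (1 higher and 1 lower of 15, 2 changed when adjusted over the list alone). SLC19A1 (ENSG00000173638.19, chromosome 21, 45493572 to 45573365; 0.55, SE 0.08, adjusted p 4.08e-05) and MAT1A (ENSG00000151224.13, chromosome 10, 80271820 to 80289658; 1.26, SE 0.08, adjusted p 7.03e-09) were higher and GART (ENSG00000159131.17, chromosome 21, 33503931 to 33543491; -0.55, SE 0.06, adjusted p 1.83e-06) was lower in the knock-out. Overlapping genes, 1 on each strand of GART and 1 on the other strand of SLC19A1, leave their values uncertain. The interferon response was lower at the final harvest (-0.17, adjusted p 0.0299). Over all genes tested, 5 of its 47 members were higher and 11 lower there, and 17 changed when adjusted over the list alone. It was higher over time in the wild type (0.09, adjusted p 0.0269). That call was lost without the final wild-type replicate 1 (0.05, adjusted p 0.095) and without the initial wild-type replicate 1 (0.068, adjusted p 0.172). The call at the final harvest was lost without the final knock-out replicate 2 (-0.122, adjusted p 0.0889), and the exact test of library medians between genotypes over both harvests gave -0.04 (p = 0.185). Under fry the list was also lower on average (-0.095, fry adjusted p 0.0124), which camera did not call (adjusted p 0.143). Its member with the smallest p-value was IFIH1 (ENSG00000115267.9, chromosome 2, 162267074 to 162318684; -1.51, SE 0.08, adjusted p 3.22e-10), at 12.4 ± 0.687 and 4.49 ± 0.546 CPM in the initial wild type and knock-out.

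**Figure D4:**
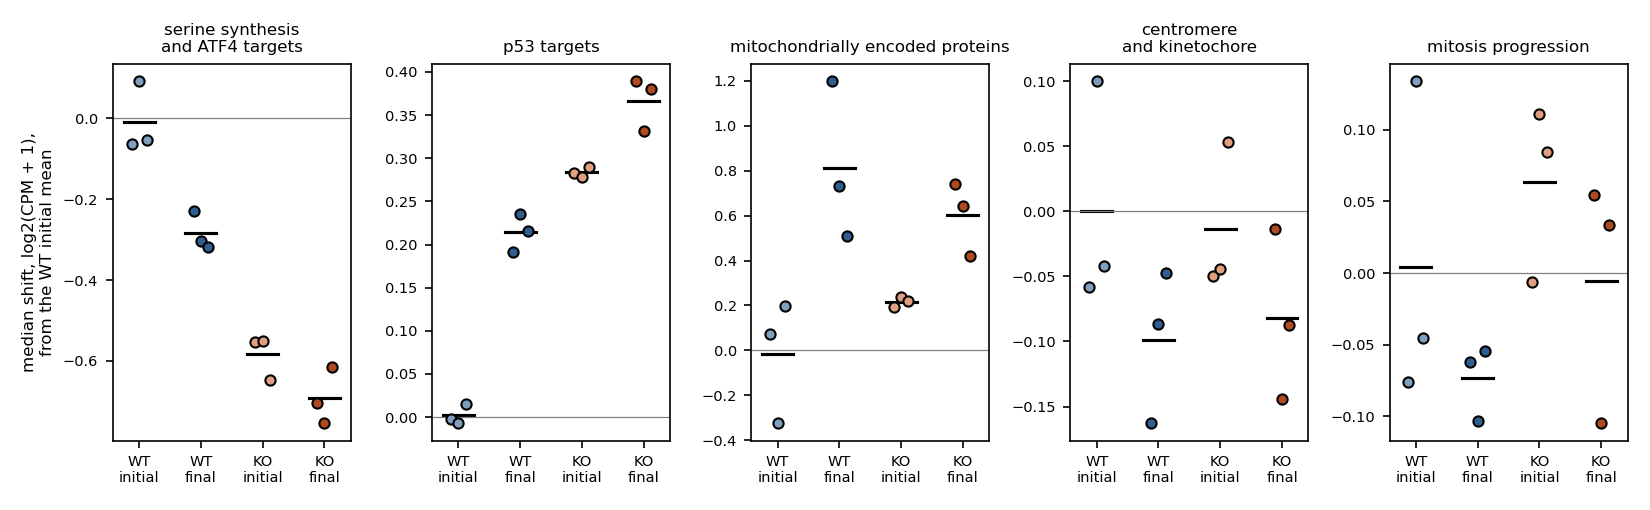
Median shift of 5 gene lists in each library, in log2(CPM + 1) from the mean of the initial wild-type libraries (y axes), by group (x axes), with each library as a point and lines at group means. The serine and ATF4 list lies lower in all 6 knock-out libraries than in the wild-type libraries, while centromere and mitosis genes overlap between genotypes.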

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

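The tests of GC content, of single libraries, of the wild-type cultures' state, of the mitochondrial share, of other splits, of the share of lost cells that genes need and of the wild-type change of RBBP8NL were chosen only after the results were seen, while those of genes moving away from the knock-out (for all 7 genes at first) and of UBB were written down before their results. The results in this part are those whose genotype difference changed between the initial and the final harvest in a test of the interaction.

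The interaction passed the threshold in 7 of the genes named by rule. It was 3.27 for CAPN6, 2.54 for LINC02616, 2.53 for NCAM1, 1.90 for TM4SF18, 1.87 for RBBP8NL, -2.86 for DPEP1 and -3.50 for UBBP4. No single library accounts for them, since all 84 values over the 12 fits that each left out 1 library kept their sign and their side of the threshold. GC content argues the same way, with 1.84 for TM4SF18 as the smallest size after GC correction. In the wild type, DPEP1 and UBBP4 rose while TM4SF18 and NCAM1 fell over time, in each case away from the knock-out level. A candidate explanation is that the initial wild-type culture held cells like the knock-out clone and lost them later. From the group means, the initial wild type would have needed 117.6% of such cells for CAPN6, 113.9% for LINC02616, 89.7% for DPEP1 and 87.6% for UBBP4. The run on chromosome 6, which all knock-out libraries carry, allows 3.7% by its group means and 13% between the highest final and the lowest initial wild-type library. Over pairs of libraries the smallest share for 1 of the 4 genes was 84.4%, so loss of such cells does not account for them. Nor does it account for RBBP8NL, which changed by 0.01 over time in the wild type. NCAM1 needs 16.7% and TM4SF18 4.5%. The 16.7% lies above what the run allows, but its smallest value over pairs of libraries was 11.6%, so the spread of NCAM1 reaches under the 13% and the run does not exclude it. If such cells were lost, well over 50% of the other genes with a 2-fold genotype difference should move away from the knock-out in the wild type. The mean was 50.1%, and it was 46.2%, 56.3% and 47.8% with each initial wild-type replicate in turn kept for the measurement. These values lie on both sides of the limit. For the falls of these 2 genes in the wild type, a small loss of such cells and no loss therefore cannot be told apart. Such a loss would not give the rise of NCAM1 in the knock-out, from 56 to 103 CPM (0.88, SE 0.11, edgeR adjusted p 0.000558). An effect of MTHFD2 loss that builds up in the knock-out with time in culture predicts a change there. The knock-out changed by 0.18 for DPEP1, 0.18 for TM4SF18, 0.49 for LINC02616 and -0.67 for UBBP4. None passed the threshold (edgeR adjusted p 0.763, 0.508, 0.203 and 0.45), while the wild type changed by 3.04, -1.71, -2.05 and 2.83. That argues against such an effect as the main source of these 4 interactions. It stays open for CAPN6 (1.97 in the knock-out), RBBP8NL (1.88) and NCAM1 (0.88), and was not tested apart from the properties of the 1 clone.

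UBBP4 is a pseudogene whose reads could come from UBB, which was far more abundant in the initial wild type (264 CPM, against 3.45 CPM for UBBP4). Over time in the wild type UBB changed by 0.28, while UBBP4 rose by 2.83. A rise in UBB therefore does not account for the rise of UBBP4, although a change in how reads are shared between them was not tested.

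In the whole interaction, 2 of the 50 splits drawn from 200 gave at least as many genes, the real split included. The other one gave 241 genes against 235. It moved 6 of the 12 libraries, 4 of them wild type. Another 4 splits gave 150, 147, 114 and 168 genes. They moved no wild-type library and 4 knock-out libraries, so the whole time effect of the wild type stays in what they measure. For lists, 38 of 50 splits gave at least 3, and for chromosomes 34 of 50 gave at least 1, so the numbers of lists and chromosomes called in the interaction are what other splits of these libraries give as well.

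The serine synthesis and ATF4 targets had an interaction of 0.178 in camera. After GC correction it was 0.192, and the smallest value without a library was 0.111 (without the final knock-out replicate 3), so neither GC content nor a single library accounts for it. The list fell by 0.292 over time in the wild type and by 0.102 in the knock-out, where GC correction left 0.045. The state of the wild-type cultures at the initial harvest, such as density or medium, could give this, and it cannot be told apart from an effect of genotype over time, since the labels hold no record of it. In the permutation of residuals of the library medians the interaction had p = 0.0665 (adjusted p 0.366), so it did not hold there.

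The p53 targets had an interaction of -0.201 in camera, -0.196 after GC correction and -0.189 at its smallest without a library (the final knock-out replicate 3), which argues against GC content and against a single library. The list rose by 0.259 over time in the wild type and had a shift of -0.047 in the knock-out. The state of the wild-type cultures may account for this too and cannot be told apart from genotype over time, for the same reason. In the permutation of residuals the interaction held (p = 0.00211, adjusted p 0.0232).

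The mitochondrially encoded proteins had an interaction of -0.423 in camera and -0.45 after GC correction, so GC content does not account for it. Without the final wild-type replicate 1 it was -0.228. The interaction of the log2 mitochondrial share was -0.3, with a permutation p of 0.178 (100000 permutations of residuals). With 3 libraries in a group, this value leaves variation of the mitochondrial share between libraries of a group and an effect of genotype over time both open, and they cannot be told apart.

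Chromosome 19 had an interaction of -0.107 in camera, which went to -0.041 after GC correction, where 0 chromosomes passed the threshold and 1 had an unadjusted p under 0.05, and to -0.047 without the initial wild-type replicate 1. A bias with GC content may therefore account for much of it.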

How the results depend on the processing

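The GC correction, with camera and with fry, and the tests without the run on chromosome 6 were chosen only after the results were seen. No fold change of a named gene and no shift of a called list or chromosome reversed its sign under an alternative. Under upper-quartile factors, 50.6% and 52.2% of the changed genes were higher at the final harvest and on average, against 45.2% and 46.5%, so which direction held more genes depended on the scaling. DESeq2 size factors, upper-quartile factors and dispersions that were not robust kept each count of genes within 1.5 times its value, and the median log2 fold change of all genes was at most 0.026 under them. The abundance difference of MTHFD2 (-1.476) ran from -1.523 (without KO final replicate 1) to -1.436 (without KO final replicate 2), and was -1.455 by library size alone.

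Without a filter on low counts, 38860 genes were tested, and 484 changed over time in the knock-out (272 higher, 212 lower) and 423 in the interaction (245 higher, 178 lower). The correlations of genotype effects and of time effects went to 0.192 and 0.022, and at a mean CPM of at least 1 to 0.790 and 0.254; the cause was not tested. The test against a 1.5-fold change gave 643 genes at the initial harvest (218 higher, 425 lower), 699 at the final harvest (299 and 400), 86 over time in the wild type (39 and 47), 16 in the knock-out (10 and 6), 868 on average (353 and 515) and 36 in the interaction (27 and 9). It asks for a larger change, so fewer genes pass by construction.

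With only the 2 groups compared, time gave 578 genes in the wild type (270 higher, 308 lower), all among the 1183, and 728 in the knock-out (381 and 347), which include all 270. The biological coefficient of variation was 11.3% in the wild-type libraries alone and 8% in the knock-out libraries alone, against 9.8% in all 12, so the shared value favours calls in the wild type. The 2 groups with a replicate block gave 592 genes over time in the knock-out (319 higher, 273 lower) and 845 in the wild type, so there the wild type again had more. The DESeq2 Wald test gave 602 in the knock-out (323 and 279) and 472 in the interaction (299 and 173); it set no adjusted p for 3901 and 3192 genes, and otherwise the cause was not tested.

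With the replicate block, the counts of genes were 3539, 3298, 1123, 246, 5421 and 217 for genotype at the initial and final harvests, time in the wild type and in the knock-out, the average and the interaction, and 93.6%, 94.1%, 88.6%, 81.5%, 95.8% and 86.4% of the original genes were kept in the same direction. Deviations from the group mean in libraries with the same number correlated at -0.44 to 0.36 and those with other numbers at -0.53 to 0.62. The same-number values were 0.36, 0.27 and -0.02 for genotype at the initial harvest. They were 0.23, 0.2 and -0.01 for time in the wild type. Other numbers reached at most 0.15 in both. With the final knock-out, same-number values were -0.44, -0.35 and 0.15 at the final harvest and -0.41, -0.34 and 0.04 over time. The numbers therefore do not pair the libraries throughout, and a pairing of some of them is not excluded.

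Fry called 3 lists over time in the wild type, 0 in the knock-out (0 at an unadjusted p under 0.05) and 1 in the interaction. It called 6, 3 and 8 chromosomes for genotype at the initial and final harvests and on average, 0 over time in the knock-out (4 unadjusted) and 0 in the interaction (0 unadjusted). With an estimated correlation, 0 lists were called for genotype at the final harvest (1 unadjusted) and 0 over time in the knock-out (0 unadjusted), and 1 each over time in the wild type, on average and in the interaction; chromosomes were 0 in the 5 comparisons with calls (2, 2, 0, 2 and 0 unadjusted for genotype initial, final, time in the knock-out, average and interaction). Both methods allow for correlation between genes, which the preset value does only in part. Fry also asks a different question, since it does not compare a set with the other genes, so its numbers and camera's are not like for like. All tested genes gave 1 chromosome over time in the knock-out and 0 in the interaction (2 unadjusted). GC correction gave 0 in both (1 unadjusted in each), and with fry 13, 13, 6, 7, 16 and 5 chromosomes for genotype initial and final, time in the wild type and in the knock-out, average and interaction. The 7 in the knock-out included chromosome 4 (0.036, adjusted p 0.000721) but not 16, 17, 19 or 22 (adjusted p 0.434, 0.335, 0.167 and 0.19); the cause was not tested. Without the run, 0 chromosomes remained for genotype at the initial harvest, at the final harvest and on average (1, 0 and 0 unadjusted), which shows that the run made the call of chromosome 6.

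Across the 12 fits that each left out 1 library, genes changed at the initial harvest ran from 2423 (without KO initial replicate 2) to 4615 (without WT initial replicate 2), with 992 to 2057 higher. Time in the wild type ran from 627 (without WT final replicate 3) to 1399 (without WT initial replicate 2), with 313 to 612 higher and 305 (without WT final replicate 2) to 819 (without WT final replicate 1) lower. Time in the knock-out ran from 94 (without KO initial replicate 3) to 463 (without WT initial replicate 2), with 49 to 253 higher and 43 (without KO initial replicate 2) to 210 lower. The interaction ran from 124 (without KO initial replicate 3) to 444 (without WT initial replicate 2), with 79 to 266 higher and 43 (without KO initial replicate 2) to 178 lower. The correlation of genotype effects ran from 0.697 (without WT initial replicate 2) to 0.750 (without WT initial replicate 1), and that of time effects from 0.116 to 0.243 for the same libraries. Even the 0.750 lay below the 0.754 with all libraries. Each of these fits filtered the genes again and tested 18651 to 18746 genes, against 18289 with all libraries. The ranges therefore reflect the changed set of genes as well as the library left out. Lists ran from 2 to 4 for genotype at the initial harvest and on average, and from 3 to 5 in the interaction, highest without WT initial replicate 2, and from 1 (without KO final replicate 2) to 5 (without KO initial replicate 1) over time in the knock-out. Chromosomes ran from 1 (without KO final replicate 1) to 6 (without KO initial replicate 3) over time in the knock-out and from 0 (without WT initial replicate 1; 1 unadjusted) to 3 (without WT initial replicate 2) in the interaction.

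Of the 480 values of named genes in these fits, 480 kept direction and side of the threshold, as did 216 of 228 values of lists and 102 of 108 of chromosomes, where 12 and 6 no longer passed. Under the 1.5-fold test 8 of 40 values of named genes no longer passed. Of 19 values of lists, 9 no longer passed under fry and 14 with an estimated correlation. Depth limits the genes at the floor of 3 counts, whose fold changes are lower bounds.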

Other observations

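The tests on the run of chromosome 6 with GC correction, scaling, shuffled orders and single libraries, the GC-matched test of chromosomes, the GC correction of chromosome 4 and the splits were chosen only after the results were seen; the tests of the run's low genes, of low-GC genes and of clock genes were written down before theirs.

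The run on chromosome 6 was lower by about 1 on the log2 scale in the knock-out at both harvests. After GC correction its median was -1.02 at the initial harvest, which argues against GC content. The other genes of the chromosome had a median of -0.045, which argues against scaling. Shuffled gene orders gave p = 0.001, the smallest that 1000 permutations can give, which argues against neighbouring genes changing independently. The highest knock-out library was at -0.94, which argues against a mislabelled or mixed library. A candidate explanation is that the clone lost 1 copy of the region. It predicts a median between -1.5 and -0.5 in the 63 genes of the region with low counts, which the search had not used. Their median was -1.13 at the final harvest, 61 of them were lower, and the lowest of 10000 random sets of low genes had -0.18. Loss of 1 copy leaves the floor of GMDS unexplained, and that was not tested. DNA was not analysed here, so the loss remains a hypothesis.

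The search took the best run of each chromosome in each direction, and the 5 with the highest scores were kept. A second run in the same direction on a chromosome could not appear. Apart from the run on chromosome 6, the following 4 were kept. The genes from SPOCK3 to PALLD on chromosome 4 (166733384 to 168928457, 5 genes) had medians of -2.69 and -3.11 at the initial and final harvests (permutation p 0.002). The genes from ENSG00000237356 to CDKN3 on chromosome 14 (53169010 to 54420218, 5 genes) had medians of 1.37 and 1.21 (permutation p 0.002). The genes from BLTP3B to SCYL2 on chromosome 12 (100028455 to 100341715, 5 genes) had medians of -1.12 and -1.01 (permutation p 0.005). The genes from TSPAN12 to FEZF1-AS1 on chromosome 7 (120787320 to 122310119, 6 genes) had medians of -0.99 and -0.92 and did not pass (permutation p 0.0649).

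Outside the run, 3504 genes changed in the initial genotype comparison. The history of the single clone may account for any number of them, and it cannot be told apart from the loss of MTHFD2, since the design has 1 clone.

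The chromosomes called over time in the knock-out followed GC content. Over 23 chromosomes, mean GC content and shift had a Spearman rho of -0.95 and a Pearson r of -0.98 (permutation p 1e-05 for each, the smallest 100000 permutations can give), and r was -0.97 without chromosomes 19 and 22. After GC correction, camera called 0 chromosomes and 1 had an unadjusted p under 0.05. A GC bias may therefore account for the shifts of chromosomes 16, 17, 19 and 22, which did not pass with fry after GC correction either. Chromosome 4 had a shift of 0.036 after GC correction, which passed with fry (adjusted p 0.000721) and not with camera, so a bias and another cause cannot be told apart there. Copy number was examined on genes of low GC content. Those on the 4 lower chromosomes had a median of -0.014 and those elsewhere 0.055, a difference of -0.069 (one-sided permutation p 1e-04, the smallest 10000 draws can give). With genes matched within 100 classes of GC content the difference was -0.042 (one-sided permutation p 0.000999, the smallest 1000 permutations can give). The chromosomes had been chosen as lower from the values of these same genes, so a lower median follows from the choice and neither test decides anything. A change in copy number in some of the cells and a bias cannot be told apart here.

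The number of changed genes was as large in 1 of the 10 splits, the real one, in each of the 4 comparisons of single groups, and the highest number in another split was 0, 0, 2 and 0 genes for genotype at the initial and final harvests and for time in the wild type and in the knock-out. With 10 splits the share cannot go lower. For the average genotype comparison it was 1 of the 50 splits drawn from 200, with 256 genes as the highest other number. At least as many lists were called in 10, 9, 3 and 4 of the 10 splits of those 4 comparisons and in 46 of the 50 splits of the average. At least as many chromosomes were called in 8 and 8 of the 10 splits for genotype at the initial and final harvests, in 4 of 10 for time in the knock-out and in 33 of 50 for the average. Camera's numbers of lists and chromosomes are therefore taken as no evidence by themselves that the real groups differ. The splits of single groups mix the 2 groups unevenly and keep part of their difference. They do not show what groups without a difference would give.

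Clock genes were noticed among those lowered over time in the knock-out, with CRY1 at -1.26, PER2 at -1.20, CRY2 at -0.95 and TEF at -0.73, and were chosen after their values were seen. A shift in clock phase between the harvests could give this. It predicted lower values in 10 other output and repressor genes. Their median was -0.40 in the knock-out and 0.02 in the wild type, 7 of the 10 were lower and 3 passed the threshold. Only 0.01% of 10000 random lists matched on expression were as low, the smallest share they can give. The 4 activator genes predicted to be higher had a median of 0.17, reached by 2.15% of random lists. After GC correction the 10 genes had a median of -0.34 (0.01% of random lists), which argues against GC content, while the activators had 0.12 (5.42%), short of the 5% set for them. The interaction had a median of -0.31 for the 10 genes (0.03%) and of 0.19 for the activators (3.65%). The final knock-out libraries had shifts of -0.37, -0.34 and -0.30, against -0.03 to 0.01 in the initial knock-out libraries, which argues against a single library. The hour of harvest is not in the labels, so a difference in harvest time and an effect of culture on the clock both stay open.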
